A study of Mus musculus with 2 samples. Its data were reported in "Telomeres reforged with non-telomeric sequences in mouse embryonic stem cells" (2021).

How the data were processed

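Single-cell RNA-seq libraries of Terc-deficient mouse embryonic stem cells were compared, 1 library at PD100 and 1 at PD800. Groups were taken from the time points in the labels. The deposited tables hold raw counts: UMIs per cell barcode and gene, which the authors made with the inDrops pipeline by mapping reads to a transcriptome built from the GRCm38 assembly. The annotation release they used was not stated. Every value was checked to be a whole number of at least 0 in both tables, which have 38458 gene columns, 37 of them mitochondrial by name. The tables still contained barcodes under 1000 counts, so the cell filter of the study was applied here: barcodes with fewer than 1000 counts or with over 20% mitochondrial counts were left out. This removed 477 of 1291 PD100 barcodes, all by their count, and 766 of 1666 PD800 barcodes, 758 by their count and 8 by mitochondrial share alone. The 814 and 900 cells left were shallow, with medians of 2151 and 2701.5 UMIs, which limits what can be said about rarely detected genes.

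Cells are not replicates, so counts were summed over the cells of a library and divided by the library total (CPM, counts scaled to the same total for each library). With 1 library per group, no test, standard error or count of changed genes was computed. Sums were given exact Poisson intervals, ratios exact conditional (Clopper-Pearson) intervals and shares of cells exact binomial intervals, all at 95% and for counting error only. A ratio with 0 UMIs in a library was computed as a bound, with 3 counts over that library in place of 0. This bound leaves out the counting error of the other library. Ratios were described for genes with at least 50 UMIs over both libraries together. Medians over genes were given order-statistic intervals, and medians of lists were placed among 10000 random lists of the same size, matched on expression in 20 bins. Scripts ran in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, statsmodels 0.14.6 and matplotlib 3.10.9.

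To compare shares of cells and Fano factors at equal depth, each cell was thinned to 1000 UMIs without replacement with random seed 1. For clustering, counts were scaled to equal totals and log-transformed, and genes more variable than a Poisson model at a false discovery rate of 0.05 were kept. The settings of the study were followed (80 principal components, 15 neighbours, Louvain clustering) in Scanpy 1.11.5 and python-igraph 0.11.9. The study states no Louvain resolution, and 1 was used here. Doublets were called per library with Scrublet at an expected rate of 5%. It called 9 PD100 cells (1.11%) and 25 PD800 cells (2.78%), which were kept and left out in an alternative. Clusters were named "like" a cell type from lists of markers for 7 cell types fixed before the data were examined. The rule, at least 3 markers at a mean of 0.1 UMI per cell or more and more than for any other type, was set after the clusters had been seen. By fold, cluster 1 was led by Lefty2, Lefty1, S100a6, Krt17, Gldc, Cdkn1c, Fgfbp1, Taf5l, Ina and H19. Cluster 2 was led by Fnbp1l, Igfbp7, Med21, Ube2w, Itgb3bp, Tspan6, Mup6, Dleu2, Gm26870 and Cep290. Cluster 3 was led by 2310058D17Rik, Gm43409, 4930533D04Rik, 4732419C18Rik, Gm45184, Ppip5k1, Gm37065, Irak1, Gm44044 and A230046K03Rik. Cluster 4 was led by Tinagl1, Srgn, Ctsh, Gata6, Nostrin, Col4a2, Gata4, Col4a1, Pla2g12b and Tpbgl. These genes define the clusters and are not results of the comparison.

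Named genes followed a rule fixed before the data were examined: genes that the study discusses for these cells, the 6 genes with the highest and the 6 with the lowest ratio by the end of the counting interval nearer to 1, the 10 leading genes of each cluster, and the 3 genes at either end of the area under the ROC curve. Zscan4a, 1 of the 19 genes named in advance, had no column under that symbol. Chromosome positions came from a GENCODE M21 annotation of GRCm38, which gave a position for 6770 of the 6984 tested genes, and transcript sequences were matched for 6788 (97.2%). Chromosome ends were described by the last 50 tested genes.

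Transcripts were compared with consensus sequences of the short interspersed repeats B2 and B1, written from general knowledge and not from a repeat database. A gene was said to carry a repeat where its transcripts shared at least 10 of the repeat's 20-mers on that strand. The repeats were examined after the ratios had been seen. Alternatives covered the cell filter, doublets, scaling, the minimum of UMIs, thinning, clustering settings and window sizes. Of these, 69 had been set before the data were examined and 10 were added afterwards.

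The steps were also tested on simulated data. All 177 genes changed by 4-fold were found at the 2-fold rule, as were 0.222% of unchanged genes. The intervals covered the true ratio in 95.9% of genes, and 5 of 100 lists without change fell in the outer 5% of random lists. Simulated libraries without a difference gave 54.0% of neighbours from the own library, and 97.5% once 200 genes differed. Louvain clustering gave 10 clusters without a difference and 2 once 200 genes differed. Reads and spliced isoforms were not analysed here.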

Results

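Single-cell RNA sequencing was carried out on mouse embryonic stem cells that lack Terc, the RNA template of telomerase. The cells came from the E14 line and were captured with inDrops, a droplet method that tags each captured transcript with a unique molecular identifier (UMI). The labels give 2 time points. PD100 cells were harvested at passage 100 as labelled, before alternative lengthening of telomeres (ALT) was active, and PD800 cells at passage 800, when the culture survived by ALT. Each time point had 1 library. No replicate error could therefore be given and no test was made. Every interval of a sum, a ratio or a share of cells is a 95% interval that covers counting error only. Intervals of medians over genes are order-statistic intervals, which reflect the spread between genes. Library preparation and time point cannot be told apart.

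The tables held 1291 barcodes with 2073033 UMIs for PD100 and 1666 barcodes with 3039344 UMIs for PD800. The filter stated by the study, at least 1000 counts and at most 20% mitochondrial counts, left 814 PD100 cells and 900 PD800 cells. These cells held 1826233 and 2580963 UMIs. Their median depth was 2151 UMIs in PD100 and 2701.5 UMIs in PD800, with medians of 1054.5 and 1215 detected genes. The median share of mitochondrial UMIs per cell was 1.23% in PD100 and 4.42% in PD800. The 2000-count alternative changed the number of cells most and left 465 PD100 cells and 651 PD800 cells.

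The comparison of PD800 with PD100 addressed which genes changed their expression once ALT had been established, and whether they did so evenly from cell to cell. The targeted gene, Terc (chromosome 3), had 0 UMIs in either library. The limit of 3 counts corresponded to 1.64 CPM in PD100 (counts scaled to a fixed library total) and 1.16 CPM in PD800, so that no difference in Terc was detectable at this depth. Of 23195 genes with at least 1 UMI, 6984 had 50 UMIs or more over both libraries together and are called tested genes here. The log2 ratio of CPM, PD800 over PD100, had a median of -0.34 over these genes when each library was scaled to its total. Changes relative to this shift are given beside the plain ratios for gene lists and for most genes that the study discusses. They are not given for the genes with the highest and lowest ratios. With median-of-ratios scaling the median was 0.13.

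Hmgn1, which codes for a nucleosome-binding protein of the high mobility group (chromosome 16, 96120618 to 96127729, minus strand, GRCm38), had 1583 UMIs in PD100 and 7116 UMIs in PD800. This was 867 CPM (825 to 911, exact Poisson) in PD100 and 2757 CPM (2693 to 2822) in PD800. The log2 ratio was 1.67 (1.59 to 1.75), and 2.01 relative to the shift of all tested genes. Median-of-ratios scaling moved the plain ratio most, to 2.14. Hmgn1 took rank 356 of 6984 tested genes by its ratio and rank 209 by the lower end of its counting interval.

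To ask whether Hmgn1 rose in all cells or in some, each cell was thinned at random to 1000 UMIs, which left out no cell that had passed the filter. An Hmgn1 UMI was then present in 457 of 814 PD100 cells (56.1%, 52.7 to 59.6, exact binomial) and in 815 of 900 PD800 cells (90.6%, 88.5 to 92.4). The random draw used for PD100 lay 2.75 SD above the mean of all possible draws, which was 52.8% for PD100 and 90.6% for PD800. Without thinning the shares were 73.6% and 98.1%. Thinning to 2000 UMIs moved the shares most, to 77.0% and 98.8%. A single Poisson mean for all cells of a library would have given 60.4% in PD100 and 93.2% in PD800. The variance over the mean of the Hmgn1 count was 1.34 in PD100 and 1.18 in PD800 in this draw. It was 1.25 and 1.23 with another seed. The order reversed at 2000 UMIs (1.32 and 1.60) and without thinning (1.80 and 3.59), so no order between the libraries was read from it. No cell type in these libraries was known to lack Hmgn1, so no background share could be given for it.

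**Figure D1:**
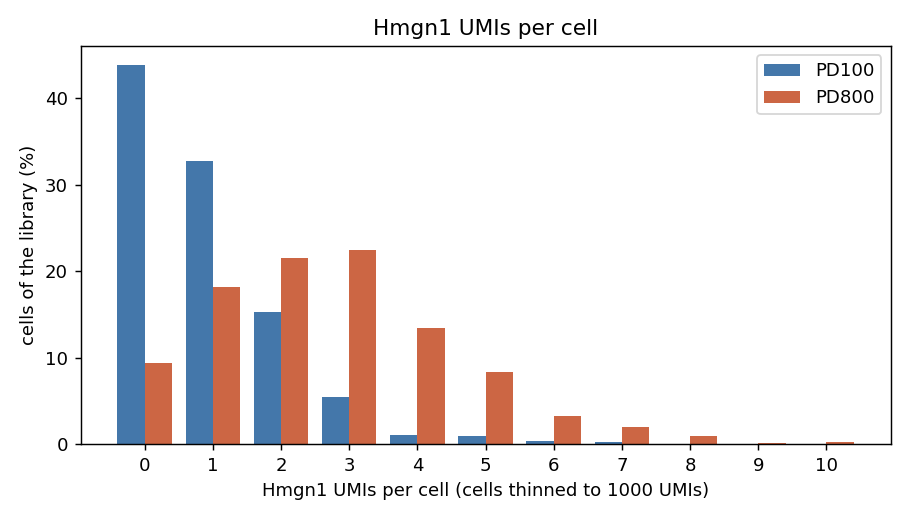
Share of cells (%) by their number of Hmgn1 UMIs after each cell was thinned to 1000 UMIs, for the 814 PD100 cells (blue) and the 900 PD800 cells (orange). The median cell had 1 UMI in PD100 and 3 UMIs in PD800.

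Evenness was also compared over all genes with a mean of at least 0.1 UMI per thinned cell in both libraries, of which there were 1374. The median Fano factor, the variance over the mean between cells, was 1.31 (1.30 to 1.32) in PD100 and 1.20 (1.19 to 1.21) in PD800. The value moved most without thinning, to 1.68 in PD100 and 1.55 in PD800, and PD100 had the higher median under each of the 6 alternatives.

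Other genes discussed for these cells moved in both directions. Klf4 had 124 UMIs in PD100 and 566 in PD800, a log2 ratio of 1.69 (1.41 to 1.98). Nanog had 130 and 368 UMIs, a log2 ratio of 1.00 (0.71 to 1.30). Both stayed higher in PD800 under each of 8 alternatives. Daxx fell by 0.92 and Rnaseh1 by 1.19 on the log2 scale, and both stayed lower under each of the 8. Median-of-ratios scaling left the smallest falls, 0.45 for Daxx and 0.72 for Rnaseh1. Relative to all tested genes the falls were 0.58 and 0.85. Gapdh was higher in PD800, with a log2 ratio of 0.43 (0.38 to 0.48), and stayed so under each alternative. Relative to all tested genes, Klf4 was at 2.03, Nanog at 1.34 and Gapdh at 0.77. For Atrx (0.02), Ctcf (-0.08) and Terf2 (0.11) the interval included 0 and the sign changed between alternatives. Atrx was at -0.15 with at least 2000 counts per cell. With median-of-ratios scaling the values were 0.50 for Atrx, 0.39 for Ctcf and 0.58 for Terf2. Relative to all tested genes they were 0.37, 0.26 and 0.45.

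After thinning, 5.03% (3.60 to 6.81) of PD100 stem cell-like cells and 18.2% (15.8 to 20.9) of PD800 cells had a Klf4 UMI. The share was 2.63% (0.0666 to 13.8) in 38 PD100 cells with endoderm markers, described further on. Nanog UMIs were found in 6.31% (4.71 to 8.26), 11.4% (9.44 to 13.7) and 2.63% of the same groups. For either gene the share in endoderm-like cells rests on 1 of 38 cells. These cells were not taken as a background for Klf4, since more of them than of the other PD100 cells had a Klf4 UMI before thinning. For Nanog, the thinned shares of both libraries lay within their interval, 0.0666 to 13.8, so neither could be told apart from these cells after thinning. Without thinning, the PD800 share lay above this interval and the share of PD100 stem cell-like cells within it. Without thinning, the Klf4 shares were 9.28%, 36.2% and 23.7%, and the Nanog shares 11.3%, 26.1% and 2.63%, at median depths of 2145, 2701.5 and 2379.5 UMIs.

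Near-identical copies of Zscan4, a gene family of the state resembling the 2-cell embryo, were summed. The family had 71 UMIs in PD100, all of them in 2 of 814 cells and 61 of them in 1 cell. It had 0 UMIs in PD800, where 0 of 900 cells held a UMI, which allows a share of up to 0.333% by the limit of 3 counts (0.409% by the exact binomial interval). This limits cells with a UMI, not cells that express the family. This is 33.4-fold lower in PD800 against a floor of 3 counts over the library, and it rests on 2 cells. The upper end of the counting interval was -4.73 on the log2 scale. With at least 2000 counts per cell, Zscan4d had 1 UMI in PD100 and 0 in PD800, and the log2 bound for Zscan4f went from -4.31 to -1.77. Tcstv1 had 0 UMIs in both libraries, and Tcstv3 had 1 and 0.

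By a fixed rule of size, 644 tested genes were at least 2-fold higher in PD800 and 1178 were at least 2-fold lower, so that 35.3% of them were higher. Relative to the shift of all tested genes, 973 were higher and 544 lower (64.1% higher). The split depended on the scaling. Median-of-ratios scaling gave 1149 higher and 404 lower (74.0% higher), and a minimum of 20 UMIs gave 995 and 1916. With no minimum, an alternative added later, the counts moved most, to 1894 higher and 3882 lower. These are not counts of changed genes, since no replicate spread was known.

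Ranked by the end of the counting interval nearer to 1, the highest genes in PD800 were mt-Rnr2 (log2 ratio 3.41, 3.18 to 3.65), 2310058D17Rik (5.65, 3.13 to 10.97), Gm37750 (3.33, 3.09 to 3.58), mt-Nd4l (3.97, 3.06 to 5.05), A230046K03Rik (3.18, 3.06 to 3.30) and Unc13d (3.13, 3.04 to 3.22). The ratio for 2310058D17Rik rests on 1 UMI in PD100 and 71 in PD800. The transcripts of 2310058D17Rik, Gm37750 and Unc13d carried a B2 repeat in sense. The lowest genes were Srgn, with 181 UMIs in PD100 and 0 in PD800, and Plaur, with 134 and 0. Against the floor of 3 counts they were 85.3-fold and 63.1-fold lower. They were followed by Lefty1, with 328 and 8 UMIs, Lefty2, with 224 and 6 UMIs, and H19, with 94 and 1 UMIs. Next came Gata6, with 54 and 0 UMIs (25.4-fold lower against the floor). On the log2 scale the upper ends of the counting intervals were -6.10 for Srgn, -5.66 for Plaur and -4.32 for Gata6. The log2 ratio was -5.86 (-7.08 to -4.86) for Lefty1, -5.72 (-7.18 to -4.58) for Lefty2 and -7.05 (-12.37 to -4.54) for H19. All 12 genes kept their direction under each of 8 alternatives. These falls partly rest on few PD100 cells. The 38 endoderm-like cells held 165 of 181 UMIs of Srgn, 48 of 54 of Gata6, 29 of 134 of Plaur and 16 of 94 of H19. All H19 UMIs lay in 29 cells, and with 20 principal components 61 of them fell in 1 cluster of 35 PD100 cells. Lefty1 had UMIs in 118 cells and Lefty2 in 110, with 2 UMIs each in endoderm-like cells. Without those cells the bounds on the log2 ratio were -2.99 for Srgn and -1.57 for Gata6.

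**Figure D2:**
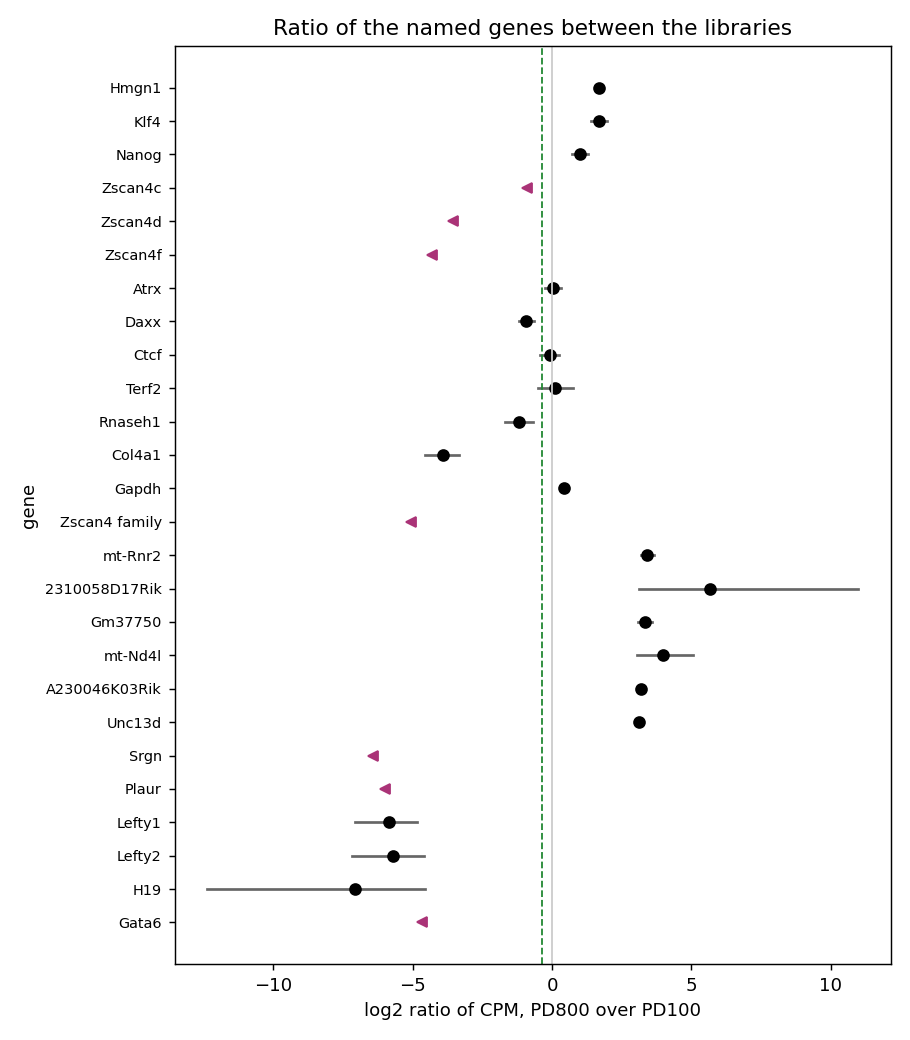
Log2 ratio of CPM, PD800 over PD100, of the named genes with their 95% counting intervals (lines). Purple triangles mark genes with 0 UMIs in PD800, set to a floor of 3 counts so that the value is a bound, and the dashed green line marks the median of all tested genes, -0.34. Atrx (with deeper cells), Ctcf (with median-of-ratios scaling) and Terf2 (with other filters or the mean over cells) change sign between alternatives, and the other genes do not.

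As single cells, the genes that best parted the libraries by the area under the ROC curve of thinned counts were Dnajb14 (0.972), mt-Nd1 (0.964) and mt-Atp6 (0.962). Hmgn1 took rank 22 of 6984 with an area of 0.804. At the other end were Eif5a (0.163), Rpl3 (0.144) and Rplp0 (0.133), which were lower in PD800. Of the 50 genes with the highest area, 29 carried a sense B2 repeat, Dnajb14 among them, and 8 were mitochondrial. Hmgn1 was neither.

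To see whether the libraries formed separate populations, cells were placed in 80 principal components of 10406 variable genes. On average 96.1% of the 15 nearest neighbours of a cell came from its own library, where full mixing would give 50.1%. The share was 91.7% for PD100 cells and 100% for PD800 cells. Thinning before normalisation moved it most, to 85.7%. With 1 library per time point, such a separation could not be assigned to the time point rather than to the library.

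Louvain clustering gave 4 clusters. Cluster 1 held 768 cells, all from PD100. Cluster 2 held 466 cells, of which 464 came from PD800, and cluster 3 held 442 cells, of which 436 came from PD800. These 3 clusters were embryonic stem cell-like by their markers. The separation of cluster 1 from the other 2 may be that of the libraries, while clusters 2 and 3 divided the cells of PD800. Simulated cells without a difference formed 10 clusters, so this division does not by itself show distinct groups of cells. Cluster 4 held 38 cells, all from PD100 (4.67% of that library), and was extraembryonic endoderm-like, with 15 of 17 endoderm markers at a mean of at least 0.1 UMI per cell. Clustering each library alone changed the number most, to 11. Col4a1, an endoderm marker, had 277 UMIs in PD100 and 26 in PD800, a log2 ratio of -3.91 (-4.55 to -3.33). Without cluster 4 the ratio was -0.96. After thinning, 84.2% of cluster 4 cells had a Col4a1 UMI, against 1.55% (0.802 to 2.69) of the other PD100 cells and 0.778% (0.313 to 1.60) of PD800 cells. Without thinning these shares were 97.4%, 3.22% and 2.44%.

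The study places Hmgn1 near the end of chromosome 16, in a region amplified at PD800 against an earlier time point with ALT. That time point has no library here. The last 50 tested genes of each chromosome were therefore compared with all tested genes. On chromosome 16, from 57121703 to 98031801, their median log2 ratio was 0.27 relative to all (-0.08 to 0.84), at percentile 97.5 of 10000 expression-matched random lists. This interval included 0. The window began far before Hmgn1 and so covered much more than the end that holds it. The 8 tested genes beside Hmgn1 that start at 94328420 or beyond all lay above 0. The median of the window moved most with the last 25 genes, to 0.76. The end of chromosome 11 had a relative median of 1.23 (1.02 to 1.48) from 117966079 to 121617164, the highest with these settings. It was not the highest at a minimum of 200 UMIs (0.73, against 0.86 for chromosome 3) or with the last 100 genes (0.69, against 0.82 for chromosome 3 and 0.72 for chromosome 12). The ends of chromosomes 3 (0.96), 6 (0.87), 12 (0.81) and 5 (0.61) were also above the median of all genes, and those of chromosomes 8 (-0.95) and 19 (-0.51) were below it. The chromosome 3 value changed its sign, to -0.027, when every gene with 1 UMI in each library was kept. Whole chromosomes ranged from -0.53 for chromosome 8 to 0.49 for chromosome 3.

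**Figure D3:**
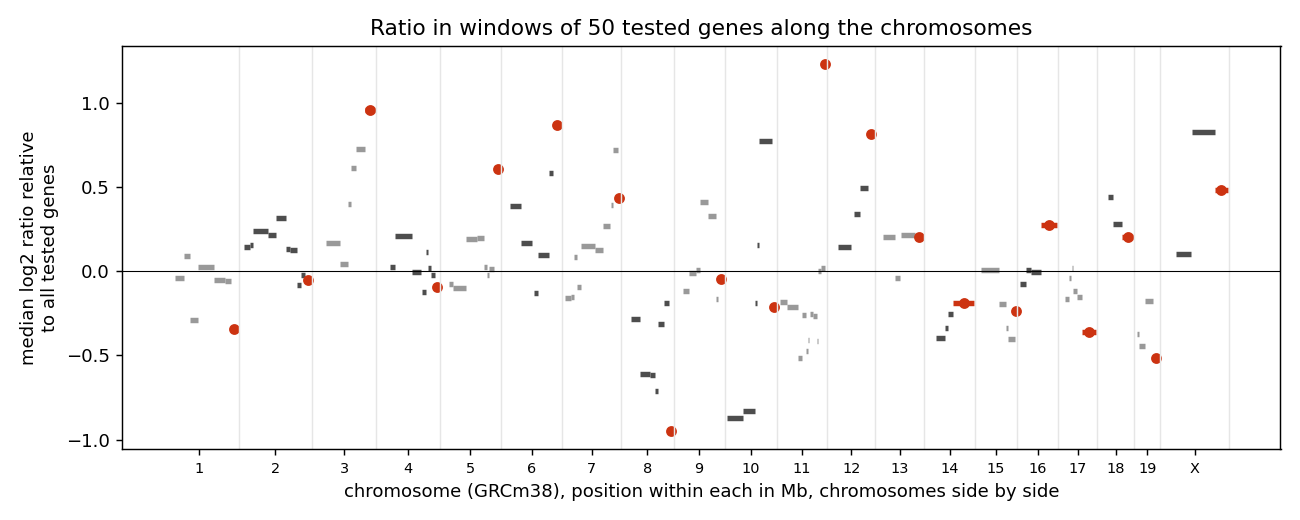
Median log2 ratio, PD800 over PD100, relative to all tested genes in consecutive windows of 50 tested genes (bars, spanning the window in Mb) along each chromosome, with the last window of each in red. With these settings the end of chromosome 11 sits highest at 1.23, and the end of chromosome 16 at 0.27.

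**Figure D4:**
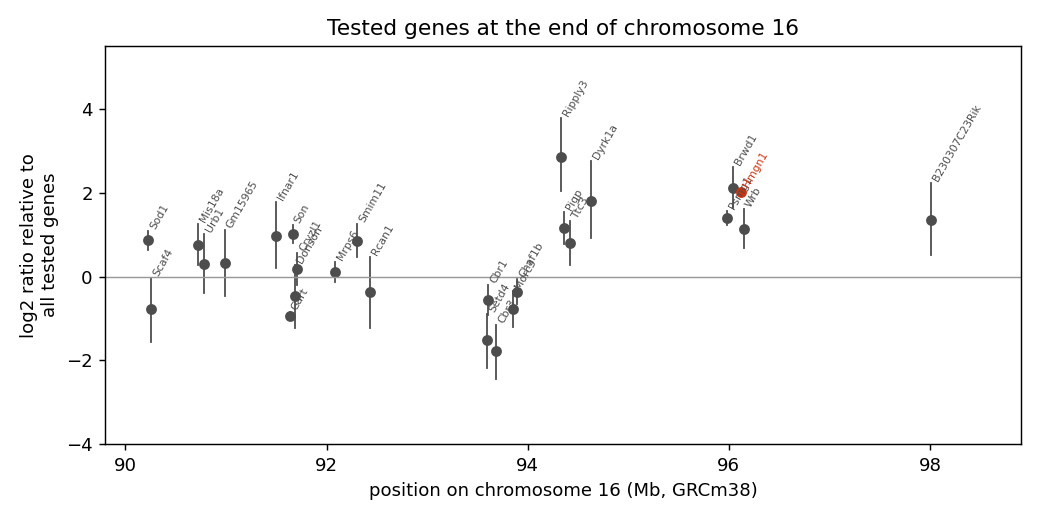
Log2 ratio relative to all tested genes (points, with 95% counting intervals as lines) by position in Mb at the end of chromosome 16, with Hmgn1 in red. The 8 tested genes beside Hmgn1 that start at 94328420 or beyond all lie above 0.

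Lists of genes fixed before the data were examined were compared with expression-matched random lists. The 14 tested naive pluripotency genes had a median log2 ratio of 0.60 (-0.83 to 1.51), and of 0.94 (-0.49 to 1.86) relative to all tested genes, at percentile 99.95. Both intervals included 0. The median was positive under each of 13 alternatives, of which median-of-ratios scaling moved it most, to 1.07. Members went both ways: Dppa3 (-3.90), Klf2 (-1.27) and Klf5 (-0.83), singled out after their values were seen, were lower in PD800. The 8 genes of the high mobility group family had a median of 0.21 (-0.75 to 1.67), or 0.55 relative to all, at percentile 89.0, which fell to -0.08 after a trend with GC content and length was removed. The 20 S phase genes had a median of -0.58 (-0.76 to -0.29), negative under each alternative. Relative to all it was -0.24 (-0.41 to 0.05), at percentile 6.65. The 5 shelterin genes had -0.44 (relative -0.10, percentile 49.6), the 20 G2/M genes -0.24 (relative 0.10, percentile 58.6) and the 12 p53 target genes -0.14 (relative 0.20, percentile 79.0). The intervals of these 3 medians included 0, and the medians turned positive with median-of-ratios scaling, to 0.03, 0.23 and 0.33. No gene of the 2-cell state list reached 50 UMIs, so it gave no median at this depth.

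Genes were last compared by the repeats in their transcripts, a comparison chosen after the highest ratios had been seen. The 484 tested genes with a B2 repeat in sense had a median log2 ratio of 1.53 (1.20 to 1.73) relative to all tested genes. The 267 genes with B2 only in antisense had -0.10 (-0.19 to -0.01), and the 5752 genes with none had -0.06 (-0.08 to -0.04). The 536 genes with a sense B1 repeat, a short repeat of another family, had -0.04 (-0.11 to 0.02).

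**Figure D5:**
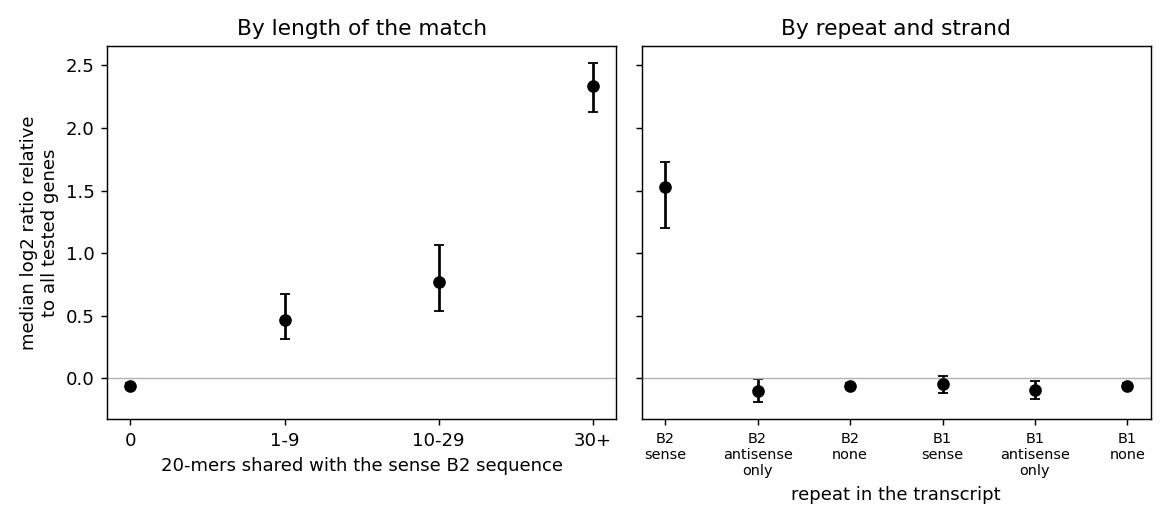
Median log2 ratio, PD800 over PD100, relative to all tested genes (points, with 95% order-statistic intervals as bars) by the number of 20-mers that a gene's transcripts share with the sense B2 sequence (left) and by repeat and strand (right). Genes with 30 shared 20-mers or more had a median of 2.33, and only the sense B2 genes stand apart by strand. The B1 groups hold only genes that share no 20-mer with the sense B2 sequence.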

Values the study reported

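After its filter on total reads and mitochondrial content, the study kept 1664 cells for single-cell work, of which 799 were PD100 cells and 865 were PD800 cells.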

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

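The test of the barcodes left out by the filter was set before its result was seen. These barcodes were left out of the main comparisons and were used only in the alternative without a filter and in tests of explanations. Hmgn1 differed among them well above the limit that a count of 0 allows. Hmgn1 had 208 of 246800 UMIs in the 477 PD100 barcodes left out and 1237 of 458381 UMIs in the 766 PD800 barcodes left out. This was 843 CPM (732 to 965) and 2699 CPM (2550 to 2853), a log2 ratio of 1.68 (1.47 to 1.90).

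Free RNA from the whole suspension would carry the same ratio, and so would small or broken cells. If free RNA filled these barcodes, endoderm marker UMIs in the PD100 barcodes left out should have been spread as by a single Poisson mean. Their variance over the mean was 3.82 after thinning to 300 UMIs, with up to 9 in 1 barcode, so these barcodes held in part RNA of single cells. In PD800, which had no endoderm-like cluster, the same markers could not decide. Free RNA and shallow cells therefore cannot be told apart for the PD800 barcodes, because the markers tested were not gathered in any PD800 cells. A biological difference between the time points stays open as well and was not tested with these barcodes.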

How the results depend on the processing

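All 69 alternatives set before the data were examined were run. The 10 others were chosen after the data had been seen: leaving out genes with a sense B2 repeat, removing a trend with GC content and length, the average over all thinning draws, and no minimum for the 2-fold counts. No paired analysis was possible, because each group had 1 library. Of the values for the main results, 139 stayed the same within the interval of the value or within 1.5 times of a count, and 33 moved. Of those for single genes and other chromosome ends, 433 stayed the same, 41 moved and 1 reversed. Only values whose interval left out 0 were counted as reversed. Where the interval included 0, the sign changed 4 times among the main results, all of them list medians, and 21 times among the others.

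The Hmgn1 log2 ratio lay between 1.63 and 2.14 under 8 alternatives, and only median-of-ratios scaling, at 2.14, moved it past its interval. Requiring 2000 counts left 465 PD100 cells, since fewer cells are that deep. The share of cells with an Hmgn1 UMI rose with depth, by construction, to 77.0% in PD100 and 98.8% in PD800 at 2000 UMIs, and to 73.6% and 98.1% without thinning. PD800 had the higher share under each of 6 alternatives.

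The counts of genes at least 2-fold apart depended on the setting. At a minimum of 20 UMIs, which tests more genes, 995 were higher and 1916 lower, and with no minimum 1894 and 3882. At 200 UMIs, which tests fewer, 334 were higher and 401 lower. With the interval end at 2-fold, a stricter rule, there were 380 and 399. Median-of-ratios scaling, which shifts all ratios alike, gave 1149 higher and 404 lower, so that the larger count changed sides. Without genes that carry a sense B2 repeat, 388 of 6500 genes were higher and 1155 lower. The main setting gave 644 and 1178 of 6984, so that mainly the higher count fell.

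The share of neighbours from the own library was 99.965% with 20 principal components, 93.7% both with 2000 highly variable genes and with 30 neighbours, 85.7% after thinning to 1000 UMIs and 93.6% without sense B2 genes. The cause was not tested. It stayed above the mixed expectation of 50.1% in each. There were 8 clusters with 20 principal components and 11 when each library was clustered alone, and the cause was not tested. Simulated cells without a difference formed 10 clusters, so these numbers do not by themselves show cell structure. A cluster of endoderm-like PD100 cells, with 27 to 38 cells, was found in each setting that included them.

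The relative median at the end of chromosome 16 lay between 0.05 and 0.76 under 15 alternatives, all within its interval of -0.08 to 0.84. Scalings by a single factor cannot move relative values and say nothing about their stability. Chromosome 3 reversed, from 0.96 to -0.027, when every gene with 1 UMI in each library was kept. Then 34 of its last 50 genes had under 50 UMIs and 10 had equal counts in both libraries, so that the median fell on such genes. The end of chromosome 11 stayed positive, from 0.69 to 1.46, but lay below that of chromosome 3 at a minimum of 200 UMIs and with the last 100 genes.

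Median-of-ratios scaling moved the list medians of S phase genes to -0.11, G2/M genes to 0.23 and p53 targets to 0.33, as it shifts all genes alike. The shelterin median changed sign with it, to 0.03, and that of the high mobility group to -0.08 after the trend was removed. The median Fano factor was 1.47 in PD100 and 1.30 in PD800 at 2000 UMIs, 1.34 and 1.23 for genes with a mean of 0.5 UMI or more, and 1.68 and 1.55 without thinning. It rises with depth and expression by construction.

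Depth set a limit. The 2-cell state list had values only at lower minimums, with 2 genes at their bound and a median of -3.93 at 20 UMIs, and 1 gene at -1.50 with no minimum. At 2000 counts per cell, Zscan4c (3 and 0 UMIs) and Zscan4d (1 and 0 UMIs) were at the floor in both libraries and gave no ratio.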

Other observations

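Chosen only after the result was seen were the tests of B2 strand, of B1 repeats, of the spread among mitochondrial genes, of chromosome 11 without B2 genes, of the share of cells above the PD100 median for chromosome 11, of the most that a minority could give for Hmgn1, of the neighbours of Hmgn1 and of B2 in Hmgn1. The other tests were set before their results were seen.

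Genes whose transcripts carry a B2 repeat in sense were higher in PD800. The 484 such genes had a median log2 ratio of 1.53 (1.20 to 1.73) relative to all tested genes, and 59.9% of them were at least 2-fold higher. The median grew with the length of the match, from -0.06 for genes with no shared 20-mer to 0.47 for 1 to 9, 0.77 for 10 to 29 and 2.33 for 30 or more. Of 341 genes at least 4-fold higher relative to all, 196 (57.5%) carried the repeat, against 7.13% of all 6788 tested genes with a transcript. These genes took 4.75% of all UMIs in PD100 cells and 12.9% in PD800 cells.

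Priming at repeats and the GC content or length of transcripts were argued against as explanations of the B2 pattern. Priming on genomic DNA or on A-rich stretches would act on B1 repeats too, yet the median of 536 genes with a sense B1 repeat was only 0.0166 above that of genes without either repeat. Removing a trend with GC content and length kept 87.1% of the difference. Free RNA or debris was not decided. The UMI share of these genes in the barcodes left out was 0.915 times that of the cells in PD800 and 0.902 times in PD100. Free RNA and shallow cells could not be told apart for the PD800 barcodes left out, so these values cannot decide. Of thinned PD800 cells, 96.9% had a share above the 95th percentile of PD100 cells. The share of free RNA in PD800 droplets was not known, and RNA of a minority in the other droplets would raise this value, so a minority cannot be told apart from a rise in most cells. What also stays open is that transcripts of B2 elements themselves were counted as the genes that contain them: sense carriers exceeded genes with B2 only in antisense by 1.63, as this candidate explanation needs. Ratios of single genes with a sense B2 repeat, Dnajb14 and Unc13d among them, may thus not be those of the gene. A change of B2 transcription with ALT and a difference between library preparations cannot be told apart with 1 library per time point.

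Mitochondrial transcripts took more of the UMIs in PD800. Shallow or damaged barcodes were argued against, since the median share stayed at 4.41% in PD800 barcodes with at least 2000 counts, against 1.14% in PD100. The 14 tested mitochondrial genes did not rise alike: the highest ratio, of mt-Nd4l, was 8.74 times the lowest, of mt-Co1 (both singled out after their values were seen). A change in mitochondrial RNA and a difference between library preparations both stay open and could not be tested.

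The end of chromosome 11 was higher in PD800. Removing the trend with GC content and length left a median of 1.46, and leaving out genes with a sense B2 repeat left 1.24. Of the last 50 genes, 88% lay above the median of all tested genes, so it was not a matter of a few genes. Whether a minority of PD800 cells carried the rise stays open. The UMIs of these genes varied between cells more than in 87.3% of random expression-matched sets, which leans towards such a minority but did not reach the 95% set in advance. Of thinned PD800 cells, 71.2% (68.1 to 74.2) had more of these UMIs than the median PD100 cell, and a minority of cells without free RNA could give up to 70.8%, so the possibilities cannot be told apart within counting error. Of 5775 sliding windows, 23 were as high, 22 of them on other chromosomes. That chromosome end is where the study located a template of the new telomeres and described copy-number changes. As a hypothesis, a higher gene dosage there may raise these transcripts, but DNA was not analysed here and library differences stay open.

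The rise of Hmgn1 did not come from a B2 repeat, since its transcripts shared 0 20-mers with the sense B2 sequence. Of thinned PD800 cells, 72.3% (69.3 to 75.2) had more Hmgn1 UMIs than the median PD100 cell, where a minority without free RNA could give up to 61.7%. No background share was known for Hmgn1, so a minority whose free RNA reached other droplets cannot be told apart from a rise in most cells. Of its 10 nearest tested genes, 8 were also above the median of all genes, with a relative median of 1.25 over the 10. The highest, Ripply3 at 2.86, lay above Hmgn1 at 2.01, and Brwd1 at 2.11 was as high (both singled out after their values were seen). The 8 started at 94328420 or beyond, and the other two, Morc3 and Chaf1b, before it. Ripply3 and Brwd1 were the only ones of the 10 above Hmgn1, which lay 0.77 above their median. Psmg1, the neighbour with the most UMIs (423 in PD100 and 1240 in PD800), was at 1.39. A shared dosage of the chromosome end may therefore account for part or all of the rise of Hmgn1. Regulation of Hmgn1 itself stays open as well. For reads shared with paralogs or pseudogenes, 0 other annotated genes shared at least 10% of the 31-mers of Hmgn1, and Gm7862 shared most, 3.89%. Such reads cannot be told apart from those of Hmgn1 here, because diverged or unannotated copies would not be seen.

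The 38 endoderm-like PD100 cells were not explained by doublets, since 7.89% of them were called as such. Col4a1 and Srgn were abundant in them, at means of 6.39 and 4.34 UMIs per cell. Free RNA was argued against by the variance over the mean of Col4a1 UMIs in thinned PD100 cells, which was 4.84 where a single Poisson mean gives about 1. Spontaneous differentiation in the culture, or carry-over of other cells, may be their source, and no biological explanation was tested. Of the 17 endoderm markers, 1 was also detected at a mean of 0.1 UMI per cell in each stem cell-like cluster.

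The filter as stated left 814 PD100 cells and 900 PD800 cells. Both counts are higher than those quoted from the study above.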
